# Enhanced Methylation Analysis by Recovery of Unsequenceable Fragments

**DOI:** 10.1371/journal.pone.0152322

**Published:** 2016-03-31

**Authors:** Gordon R. McInroy, Dario Beraldi, Eun-Ang Raiber, Katarzyna Modrzynska, Pieter van Delft, Oliver Billker, Shankar Balasubramanian

## Abstract

Bisulfite sequencing is a valuable tool for mapping the position of 5-methylcytosine in the genome at single base resolution. However, the associated chemical treatment causes strand scission, which depletes the number of sequenceable DNA fragments in a library and thus necessitates PCR amplification. The AT-rich nature of the library generated from bisulfite treatment adversely affects this amplification, resulting in the introduction of major biases that can confound methylation analysis. Here, we report a method that enables more accurate methylation analysis, by rebuilding bisulfite-damaged components of a DNA library. This recovery after bisulfite treatment (ReBuilT) approach enables PCR-free bisulfite sequencing from low nanogram quantities of genomic DNA. We apply the ReBuilT method for the first whole methylome analysis of the highly AT-rich genome of *Plasmodium berghei*. Side-by-side comparison to a commercial protocol involving amplification demonstrates a substantial improvement in uniformity of coverage and reduction of sequence context bias. Our method will be widely applicable for quantitative methylation analysis, even for technically challenging genomes, and where limited sample DNA is available.

## Introduction

5-methylcytosine (5mC) is the primary epigenetic DNA modification in eukaryotes. This covalent base modification regulates gene expression and is important to genomic imprinting [1] and disease states across a wide range of organisms [2, 3]. Accurate, quantitative detection and mapping of 5mC in genomic DNA is essential to understand its function. The core methodology used to provide single base resolution methylation maps is bisulfite sequencing (BS-seq) [4], which exploits the differential deamination kinetics of cytosine and 5mC when treated with sodium bisulfite [5]. Bisulfite treatment causes cytosine to rapidly deaminate to uracil, while 5mC reacts over two orders of magnitude slower. Subsequent sequencing reveals cytosine to thymine switches at unmodified cytosine sites and cytosine calls at 5mC loci. Additionally, BS-seq may be used to measure the extent of methylation at a single genomic locus in a population of cells, by dividing the number of reads carrying an unconverted cytosine by the total number of reads covering that site. For genomes containing 5-hydroxymethylcytosine (5hmC) [6, 7] it is essential to be aware that 5mC and 5hmC are indistinguishable in BS-seq data [8]. New methods have been developed to distinguish 5mC from 5hmC [9, 10].

While BS-seq has been regarded as the gold standard for methylation analysis, there are some serious deficiencies with the method. One major issue is the formation of abasic sites via the loss of pyrimidine bases [11]. Heat or alkali conditions can induce strand scission at these sites, both conditions which are employed during bisulfite treatment. Current library preparation techniques require addition of sequencing adapters to both ends of the fragmented DNA of interest prior to bisulfite conversion [12, 13]. The retention of these ligated adapter sequences at both ends of a fragment is an absolute requirement for generation of a read during sequencing; consequently just one DNA cleavage event precludes data acquisition. As a result of the need to ensure complete cytosine conversion, harsh bisulfite conditions can induce strand scission that renders up to 99.9% of DNA fragments in a library unsequenceable [11]. PCR amplification is therefore required to enrich for the remaining minority of uncleaved fragments bearing both adapter sequences. Bisulfite induced strand scission has been exploited to fragment genomic DNA in the post-bisulfite adapter tagging method [14]. This method has enabled notable advances such as single-cell genome-wide bisulfite sequencing [15].

Post-bisulfite DNA is invariable AT-rich due to the conversion of cytosine to uracil. Even originally balanced genomes become highly skewed, for example the AT-content of a human genome rises from approximately 57% to 78% following bisulfite conversion. Sequences with highly skewed base compositions amplify poorly or not at all [16], and therefore require an increased number of PCR cycles to obtain sufficient material for sequencing. Moreover, the ratio of DNA fragments following amplification is not truly representative of the input material, as those fragments tending towards a more balanced AT/GC composition will be amplified preferentially. Therefore, the accuracy of ‘quantitative’ methylation data, which has been generated from PCR amplified DNA libraries, must be drawn into question. Fragments of DNA containing 5mC will retain a more balanced AT/GC composition than those fragments without the modification, due to the retention of 5mC and conversion of cytosine to uracil. Amplification can lead to the overrepresentation of DNA fragments with a more balanced composition, and thus an overestimation of methylation levels [17].

Previous studies have shown that prudent enzyme choice and minimizing amplification cycles can limit enrichment biases in bisulfite data [17], though not completely evade them. One method designed to produce representative sequencing libraries from samples requiring amplification is the linear amplification for deep sequencing (LADS) protocol [18]. This method relies upon *in vitro* transcription for amplification before cDNA synthesis to regenerate a sequenceable library, and has only slightly decreased coverage uniformity compared to amplification free techniques. However, it has not yet been applied to bisulfite treated genomic samples for methylation analysis.

We have developed a PCR-free library preparation for bisulfite sequencing. A two-step ligation protocol enables us to rebuild ‘damaged’ fragments into sequenceable strands, thus regaining library diversity and quantity. As a result, we obtain virtually unbiased data from low nanogram quantities of input sample. We employed our method to obtain the first methylome of the blood-borne stages of the murine malarial model *Plasmodium berghei*, which has a starting genome composition of 78% AT and so poses a challenge for amplification dependent techniques. While epigenetic control mechanisms in *Plasmodium spp.* have attracted much study [19–21], DNA modification has been largely neglected. The ability to obtain an accurate methylation map would add to the knowledge base of the existing epigenetic network, and may offer new therapeutic targets.

## Results

### 0.1 Preparation of PCR-free bisulfite libraries

Whilst bisulfite treatment depletes sequenceable DNA due to loss of adapters by fragmentation, the majority of cleaved fragments still contain useful information and are of a mappable length. We recover these lost fragments and the associated information by employing a two-step ligation procedure, where the P7′ adapter is added before bisulfite treatment and the P5 adapter afterwards.

The recovery after bisulfite treatment (ReBuilT) method begins with fragmentation, end repair and A-tailing. We then employ custom methylated adapters, with one strand bearing a 3′ biotin label and the other a 3′ dideoxythymidine (ddT) terminator. The presence of a 3′ ddT prevents ligation to the 5′ end of the insert DNA, resulting in a single-stranded directional ligation to the 3′ insert terminus. Furthermore, adapter dimerisation is not possible during this ligation, thus preventing formation of common sequencing contaminants. Following bisulfite conversion, primer extension with a high fidelity uracil tolerant polymerase generates blunt ended double stranded DNA, which is immobilized on streptavidin coated magnetic beads via the biotin label. Immobilization enables near lossless manipulation of the library during subsequent processes. The immobilized DNA is A-tailed before ligation of a complementary P5 adapter. The biotin bearing strand of this fully adapted DNA contains uracils, so is not suitable for standard next-generation sequencing, while the other strand contains only the canonical nucleobases. Denaturing conditions elute the canonical DNA strand ready for sequencing.

As a proof of concept experiment we generated sequencing libraries from *E. coli*, chosen due to its small genome (4.6 Mb) and balanced base composition (50%). We employed qPCR to compare the concentration of sequenceable fragments obtained with either ReBuilT or a standard BS-seq library preparation protocol. With equal input quantities of DNA, the concentration of sequenceable fragments was two orders of magnitude higher with the ReBuilT protocol than with the standard protocol excluding PCR amplification (S1 Fig). We then sequenced the libraries, having amplified the BS-seq library to obtain sufficient adapter ligated DNA for sequencing, with paired end reads on an Illumina MiSeq. Upon inspection of the genomic coverage, the ReBuilT method had a significantly more uniform profile than the amplified library (termed PCR-BS). Notably, a number of regions had very few reads in the PCR-BS dataset, yet were efficiently sequenced via the ReBuilT method (S2 Fig).

With this promising method in hand, we focused on our system of interest, the challenging AT-rich *P. berghei* genome. Since there have been no reports of the DNA base composition of *P. berghei*, we first analysed the global DNA modification levels by tandem mass-spectrometry. We found the level of 5mC to be 0.31% of total cytosine species, and detected no other oxidised cytosine derivatives (S3 Fig).

We employed the ReBuilT method to generate PCR-free libraries from 50 ng of *P. berghei* DNA, extracted from an asynchronous population of erythrocytic stages. In parallel we generated traditional bisulfite libraries that included post-bisulfite PCR amplification (again termed PCR-BS). 

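The deposited table covers 5 libraries, 3 ReBuilT and 2 PCR-BS, each made from 50 ng of the same *P. berghei* DNA. The PCR-BS libraries went through 18 cycles of PCR. The libraries are technical replicates of 1 DNA sample, so the spread between them describes library preparation and sequencing and not variation between parasite populations. The paper's methods name clone 2.33 of the parasite line and the sample labels name clone 2.34. For each of 4007905 cytosines of the nuclear chromosomes, the unplaced sequence, the apicoplast and the mitochondrion, the table gives the reads that stayed unconverted and the sum of converted and unconverted reads, C+T, in every library. Levels of unconverted cytosines were computed as C/(C+T). Group means are given ± SD over the libraries of a group. Groups were compared by a two-sided exact permutation test over the 10 ways to assign 5 libraries to groups of 3 and 2, which cannot give a p under 0.1.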

We sequenced multiplexed libraries on the Illumina NextSeq platform, with paired end reads of 75 or 100 bases. We obtained up to 285 million reads from 13% of an amplification free library generated from 50 ng, i.e: equivalent to 6.5 ng of input DNA, which provided ample data for analysis of low methylation levels with high confidence.

### 0.2 Comparison of sequencing data quality

To evaluate the possible benefits of ReBuilT over the PCR-BS method, we compared a range of data quality metrics for the two systems (Fig 1). As the sets of libraries were generated from the same source of genomic DNA, any differences should be solely due to the library preparation method.

**Fig 1:**
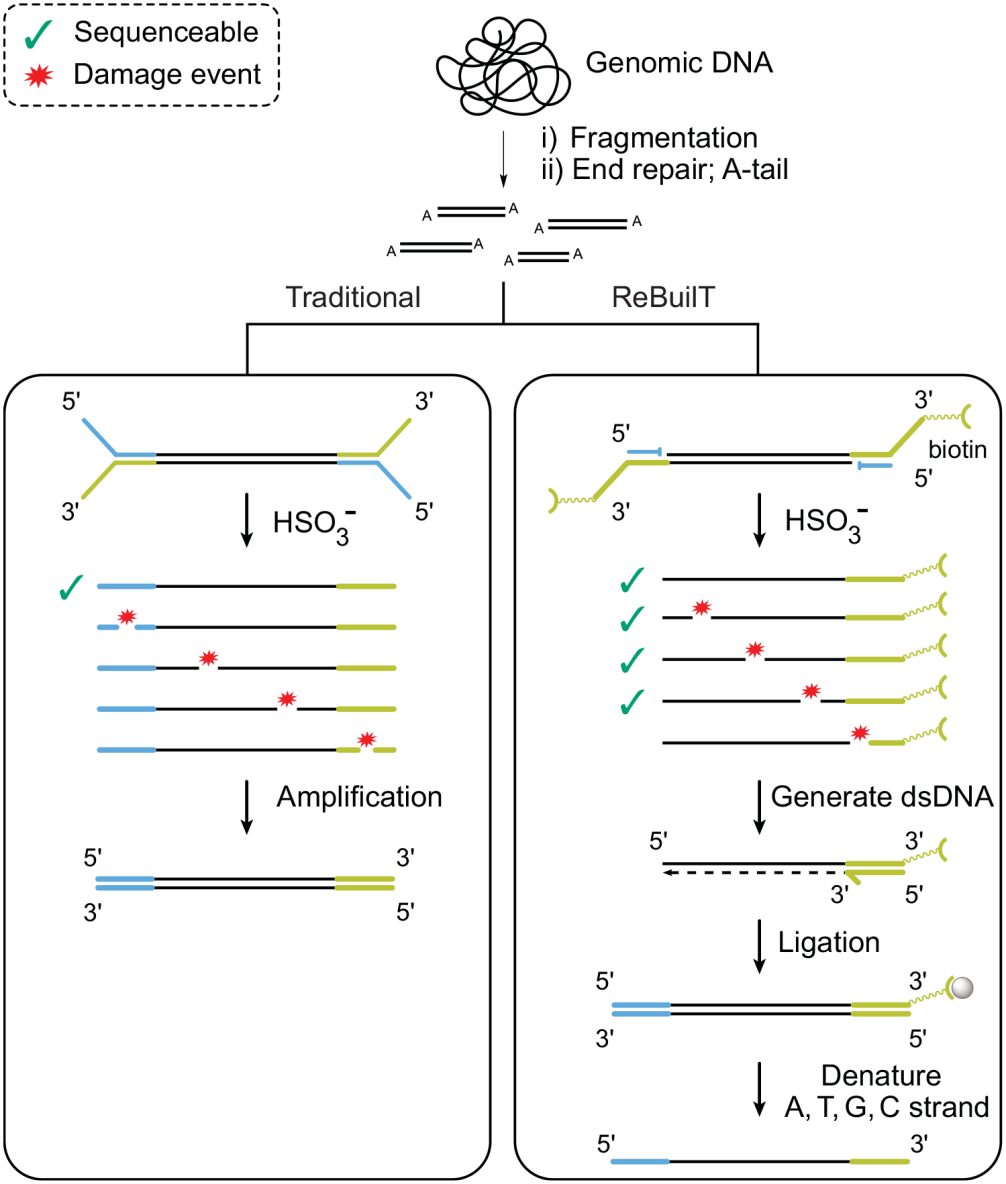
Schematic describing key differences between the ReBuilT and PCR-BS protocols. The possible fragments generated by cleavage (indicated with red stars) during bisulfite treatment are illustrated, and annotated to indicate if they remain sequenceable. **Left track:** adapter ligation precedes bisulfite treatment, after which the few surviving fragments are amplified by PCR. **Right track:** a single-stranded 3′ selective adapter ligation precedes bisulfite treatment. A primer extension generates dsDNA, which is immobilized on magnetic beads. A second ligation is performed before the non-uracil containing strand is denatured ready for sequencing.

#### Retention of raw data

We first looked at how much raw sequencing data was retained following a bioinformatic pipeline including adapter trimming, quality trimming and read alignment (Fig 2a). Following all trimming steps the ReBuilT libraries retained on average 87.4% of the raw data, compared to 63.6% for the PCR-BS libraries. The majority of the PCR-BS loss was due to removal of dimeric adapter sequences, which cannot form in the initial ReBuilT ligation and are not retained during the second ligation. Surviving reads were aligned to a chimeric *P. berghei* and *M. musculus* reference genome, as extracted parasite DNA may be contaminated with some genomic material from the host. Average alignment rates to this chimeric reference were 80.5% and 72.1% for the ReBuilT and PCR-BS samples respectively. From this subset of aligned reads 90.9% of ReBuilT and 70.6% of PCR-BS reads were aligned to the *P. berghei* reference genome, with the remaining reads aligning to the host mouse genome. Following all data processing, 58.8% of the raw ReBuilT data could be used for methylation calling, while the PCR-BS libraries retained only 29.7% of the raw data. The ReBuilT method, therefore, yields considerably more useable data, which reduces the sequencing power required for methylation analysis.

**Fig 2:**
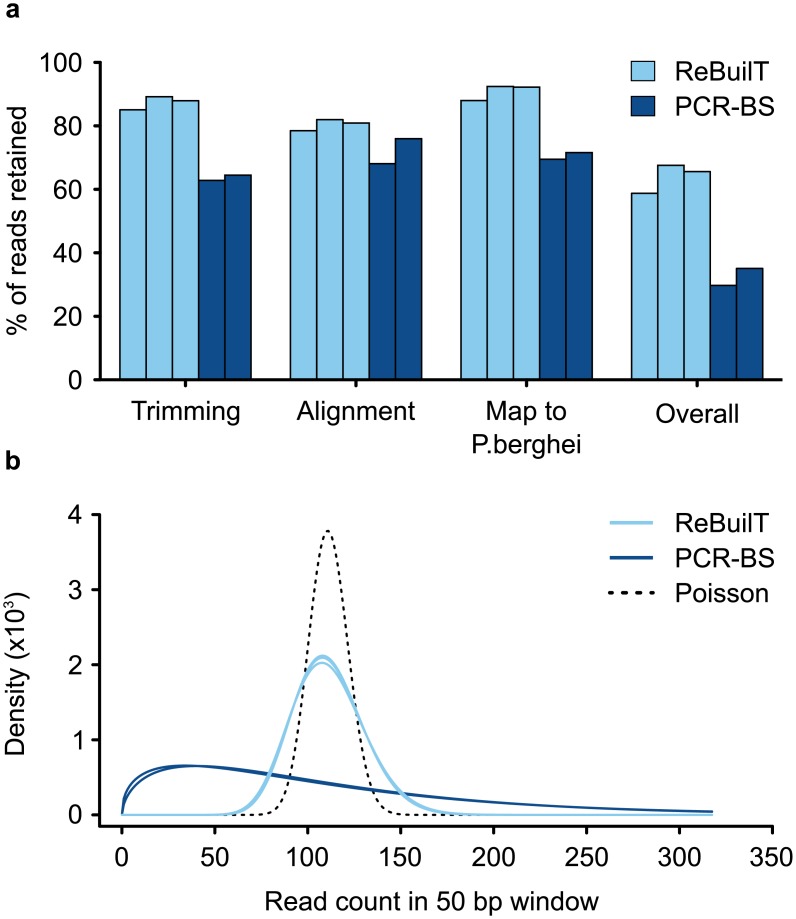
ReBuilT produces superior quality sequence data. (a) Retention of raw data through bioinformatic preprocessing. Trimming indicates removal of adapter or low-quality sequences; alignment was to a chimeric *P. berghei*/*M. musculus* genome to remove host contamination; Map to *P. berghei* shows the fraction of reads aligning to the parasitic genome. ReBuilT retained almost twice percentage of raw data. (b) The distribution of mapped reads in 50 bp windows across the genome. The Poisson distribution (dashed line) describes the ideal distribution in the absence of external biases. REBUiLT approximates this distribution, while PCR-BS does not.

#### Sequenced insert size

The sequenced insert size in ReBuilT libraries was expected to decrease from the initial 250 base pairs, due to the recovery of short fragments damaged during bisulfite treatment. Indeed, we found the mean insert length to be 111bp with a mode of 60bp (S4 Fig). Surprisingly, the PCR-BS insert size also decreased to a mean of 108 and a mode of 80. We expect this shift is due to the survival rate of a fragment through bisulfite treatment being inversely proportional to its length. Notably, the number of reads in the 200–300 bp range was higher with ReBuilT (8.1%) than PCR-BS (4.4%). Above a certain length the chance of a fragment not suffering a single bisulfite-induced scission event becomes very small, so long fragments are depleted from the PCR-BS libraries. However, the ReBuilT method is capable of recovering these long strand fragmentation products.

#### Uniformity of sequencing coverage

For optimal whole genome bisulfite analysis it is essential that the read depth remains even across the genome. Regions with uneven coverage can otherwise exhibit inaccuracies in apparent methylation levels. To address this issue, we down-sampled libraries to be of equal size, and examined the read depth distribution (S5 Fig). 

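C+T reads at the listed cytosines were drawn at random from every library down to the total of the shallowest one, 118868479 reads. The mean C+T depth per listed cytosine was taken in 364244 windows of 50 bp and scaled to the same mean in every library. The scaled values are given as RPM, but they are not counts of the reads in a window. They come from reads over cytosines and not from all mapped reads, so they are not the same measure as the paper's RPM. The median was 2.73 ± 0.0024 RPM in the 3 ReBuilT libraries and 1.84 ± 0.013 RPM in the 2 PCR-BS libraries. The SD across windows was 1.76 ± 0.0505 RPM in ReBuilT and 5.79 ± 0.226 RPM in PCR-BS. On the nuclear chromosomes alone the SD across windows was 0.950 RPM and 2.68 RPM. Both differences were larger than the spread between libraries and had an exact permutation p = 0.1, the smallest the design allows.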

The ReBuilT libraries consistently exhibit a higher normalised median read depth, and a dramatically reduced standard deviation, than the PCR-BS libraries (ReBuilT: 2.7 ± 1.7; PCR-BS: 1.9 ± 5.1). We further addressed this point by plotting the data as a density histogram, and overlaying the Poisson distribution expected in the complete absence of bias (Fig 2b). 

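At the same C+T total, the mean C+T depth of a cytosine was 29.7 in every library, for which Poisson sampling alone gives a coefficient of variation of 18.4%. The coefficient of variation across cytosines was 73.8 ± 1.41% in the ReBuilT libraries and 256 ± 5.39% in the PCR-BS libraries (exact permutation p = 0.1, n = 3 and 2). The alternative that moved it most left out the 0.1% of cytosines with the highest depth, which gave 43.8% and 129% (exact permutation p = 0.1). The nuclear chromosomes alone gave 44.5% and 134%. Depth in the mitochondrion was 24.5 times the nuclear mean in ReBuilT and 77.2 times in PCR-BS, and in the apicoplast 7.36 and 9.02 times. The values over all cytosines therefore include differences between organelle and nuclear depth.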

While the ReBuilT libraries approximate the expected distribution, the bias introduced by PCR amplification is quite striking. The PCR-BS data is heavily skewed to low read counts, and has a tail stretching towards very high values. This result can be interpreted as the majority of regions experiencing inadequate coverage, while a small subset of regions are significantly over represented at their expense. 

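Of the listed cytosines, 48.1 ± 0.75% had less than 0.5 times the mean depth in the PCR-BS libraries, against 8.77 ± 0.398% in the ReBuilT libraries. More than 3 times the mean depth was found at 6.20 ± 0.103% of cytosines in PCR-BS and at 0.424 ± 0.002% in ReBuilT. From this distribution the paper proposes that most regions are covered inadequately after amplification while a small subset takes the reads at their expense.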

In such regions with low coverage, there is a reduced ability to confidently detect methylation levels.

#### Duplication rate

When sequencing a small genome, a certain proportion of apparent duplicates are inevitable, due to a limited range of positions at which fragments can possibly start and end. For the number of reads obtained, the expected duplication rate is approximately 12%. The ReBuilT libraries were found to have an average duplication rate of 16% (S6 Fig). Clearly there are no PCR duplicates, as no amplification has been performed; however, this increase is a reflection of the imperfect overlap with the Poisson distribution seen in Fig 2b. The PCR-BS sample has a duplication rate almost double at 30%, which is a cumulative effect of amplification duplicates and extremely uneven coverage. Uneven coverage leads to peaks and troughs in read depth, which will locally raise or lower the expected duplication rate.

#### Sequence composition bias

In Fig 3 we show the dependency of read count on the local GC content of the reference genome. Data for individual libraries is shown in S7 Fig. The ReBuilT data shows little sensitivity towards GC content, even with the extremely skewed composition of the *P. berghei* genome, as shown by the near horizontal smoothed regression line. 

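GC content was counted from the listed cytosines of both strands in 60915 windows of 300 bp with at least 10 listed cytosines, and set against the mean C+T depth per cytosine of the window. Across windows, which are not independent replicates, Pearson's r was -0.0432 ± 0.0147 in the 3 ReBuilT libraries and 0.329 ± 0.0035 in the 2 PCR-BS libraries. The r values of the groups did not overlap (exact permutation p = 0.1). The coefficient depended on a small number of very deep windows. Spearman's rho, the alternative that moved the values most, was -0.277 in ReBuilT and 0.816 in PCR-BS.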

In stark contrast, the PCR-BS data exhibits a clear preference for more GC-rich windows. A clear example of this effect can be seen in Fig 3a, which shows the level of coverage at each base within a region, and the GC content in 100 base windows. While the read count is evenly spread in the ReBuilT track, the PCR-BS reads are more likely to fall in regions of high local GC content. 

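Depth relative to the nuclear mean was also averaged in bins of GC content. Windows under 15% GC had a relative depth of 0.226 ± 0.0165 in the PCR-BS libraries and 0.841 ± 0.0115 in the ReBuilT libraries. Windows of 30% GC and over had 2.88 ± 0.0798 in PCR-BS and 0.784 ± 0.0186 in ReBuilT. From the relation to GC content the paper concludes that amplification favours more balanced base compositions.

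**Figure D1:**
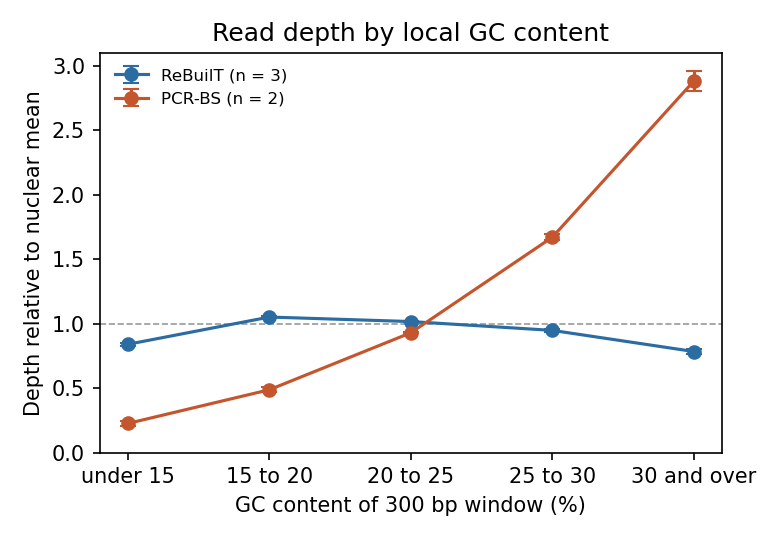
Mean C+T depth per cytosine relative to the nuclear mean (y axis, no unit) in 5 bins of the GC content of 300 bp windows (x axis, percent). Points are means of 3 ReBuilT or 2 PCR-BS libraries and bars are the SD. PCR-BS goes from 0.226 to 2.88 and ReBuilT stays between 0.784 and 1.05.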

The confidence of methylation calls is reduced in areas poorly covered, as can be seen by the lack of methylation in low GC regions for PCR-BS.

**Fig 3:**
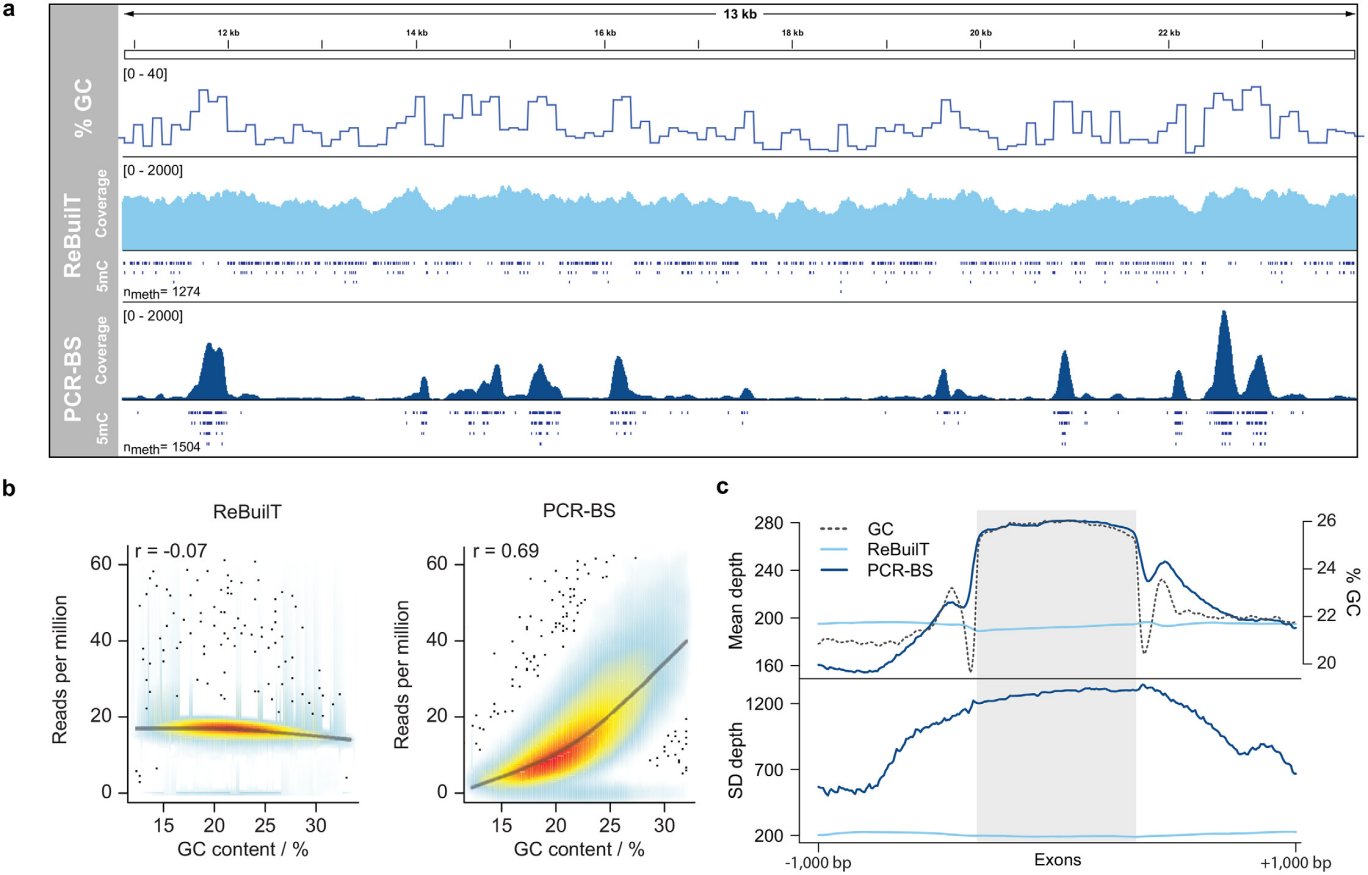
Effect of GC content on uniformity of coverage. (a) Genome browser view showing the coverage obtained across a region from *P. berghei* for both methods. While near constant for ReBuilT, distinct read pile-ups in PCR-BS that appear to track GC content. (b) The GC content was calculated in 300 bp windows and plotted against the normalized informative read count. PCR amplification induces a strong preference for more balanced base compositions. (c) In *P. berghei* the GC content has a distinct profile across exons (dashed line). ReBuilT coverage is unaffected across this genomic feature, while PCR-BS tracks the GC percentage closely.

This amplification induced GC bias explains the difference in alignment rates to the mouse genome seen in Fig 2a. Despite extensive purification procedures the *P. berghei* DNA sample exhibits minor mouse cell contamination, resulting in the presence of some murine sequences in the data. Although input was obtained from the same sample of purified DNA, the two methods gave disparate levels of mouse contamination. The ReBuilT libraries averaged 9.1% of reads aligning to the mouse genome, while the PCR-BS samples averaged 29.5%. As the *M. musculus* genome is 42% GC and the *P. berghei* genome is 22% GC, we suggest this disparity arises from the preference for amplifying DNA fragments with more balanced sequence compositions.

Certain biological features display characteristic base compositions. Fig 3c shows the average GC content profile across exons in *P. berghei*. The read count profile across the same regions is uniform for ReBuilT data, as expected from Fig 3b. However, the PCR-BS read count closely tracks the GC content, rising over exons and falling in intergenic regions. This bias may lead to an overrepresentation of coding regions in data generation from protocols involving amplification.

Taken together, the above analyses suggest that traditional PCR-dependent bisulfite experiments have poor quantitative power, and may fail to capture methylation sites in certain genomic features. Methods capable of evading PCR amplification can produce markedly improved data that can have a pronounced effect on methylation analysis. The ReBuilT method provides a convenient path to generating sequencing libraries without amplification, even if limited quantities of DNA are available.

### 0.3 Methylation in the *P. berghei* genome

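Unconverted reads at each cytosine were tested against the mismatches at the same position with a one-sided Fisher's exact test in each library. The p-values of the 3 ReBuilT libraries were combined by unweighted Stouffer's method and adjusted by the Benjamini-Hochberg method over 3976440 cytosines with a read in every library. At an FDR below 0.01 this called 9515 cytosines, or 0.237% of those listed. Their median level was 6.23%, with quartiles of 4.98% and 7.79%. The alternative that moved the number most, apart from those that take depth away, was a binomial test against the overall unconverted rate of each library, which called 78195. Without ReBuilT replicate 1, which holds 72.5% of the ReBuilT C+T reads, 334 cytosines were called. In simulated libraries at the depths of chromosome 1, the test called 36.5% of cytosines that were 5 percentage points above the rest and 87.5% of those 10 points above. It called 0 of 200 cytosines that were 2 points above.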

Using the ReBuilT data we found 76,205 methylated loci (FDR corrected p-value *p* < 0.01), representing 1.87% of the total genomic cytosine sites. 

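Summed over all listed cytosines, the share of unconverted reads was 0.665% in ReBuilT replicate 1, 0.718% in replicate 2 and 0.660% in replicate 3, a mean of 0.681 ± 0.0322%. Counting error was far below the spread between libraries, with a 95% confidence interval of 0.659% to 0.661% for the shallowest. Across the 14 nuclear chromosomes the mean level ran from 0.653% to 0.726%. The mismatch rate, which could be recovered at cytosines with at least 1 unconverted read, was 0.766 ± 0.0208%, and subtracting it, the alternative that moved the level most, gave -0.0852 ± 0.0452%. Among called cytosines with C+T of at least 50 in each ReBuilT library, the highest summed level was 17.6% (95% confidence interval 14.3% to 21.5%, 76 of 432 reads), at position 801022 of the minus strand of chromosome 7. With C+T of at least 10 in each library it was 22.9%. The next 4 cytosines in rank had levels between 15.2% and 17.1%, and all 5 lay in CAH or CTH contexts.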

The global level of unconverted cytosines was 0.70%, with methylation at single sites reaching a maximum of 21%. This low global value conforms to the 5mC we detected by LC-MS/MS (0.33% 5mC/total C). We were able to confidently quantify such low levels of methylation due to the high depth of sequencing we obtained: a combined 600x depth across replicates. 

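Mean C+T depth per listed cytosine was 403 in ReBuilT replicate 1, 83.3 in replicate 2 and 69.8 in replicate 3, and the median of the depth summed over the 3 libraries was 554. In the PCR-BS libraries the mean depth was 35.8 and 29.7, with a median of the summed depth of 34. Fewer than 10 reads covered between 0.911% and 1.70% of cytosines in the ReBuilT libraries, and 27.5% and 33.8% in the PCR-BS libraries.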

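In the 2 PCR-BS libraries 79833 of 3926121 cytosines with a read in both were called at an FDR below 0.01, with a median level of 8.81% and a median summed depth of 299. Without replicate 1 the number was 15223 and without replicate 2 it was 23369. The share of unconverted reads was 5.51% in replicate 1 and 5.65% in replicate 2, a mean of 5.58 ± 0.0984%. This was 4.90 percentage points above the ReBuilT mean (exact permutation p = 0.1, n = 3 and 2). The order of the call numbers depended on the null of the test, since a binomial test against the overall rate of each library called 15317 cytosines in PCR-BS, fewer than in ReBuilT. Across cytosines, which are not independent, Spearman's rho between depth and level was 0.228 ± 0.0146 in the PCR-BS libraries and 0.0642 ± 0.031 in the ReBuilT libraries (exact permutation p = 0.1). A constant rate at the same depths, drawn binomially, gave a rho of 0.279 ± 0.0128 in PCR-BS and 0.0888 ± 0.0201 in ReBuilT. The positive sign is therefore expected from sampling, and every library lay below its constant-rate value. The observed rho minus that value was -0.0509 ± 0.0018 in PCR-BS and -0.0247 ± 0.011 in ReBuilT (exact permutation p = 0.2). The draws treat reads as independent and do not model duplicate reads, so they cannot decide whether duplicates contribute to this shortfall. Over cytosines with a depth of at least 10, the observed rho was 0.0642 ± 0.0037 and 0.0501 ± 0.0357 (exact permutation p = 0.9).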

The number of sites and the global methylation level detected (5.91%) was substantially higher in the PCR-BS dataset, which also displayed a clear correlation between the percent methylation and read count (S8 Fig).

From the ReBuilT dataset we found the context of methylated loci to be primarily CAH (68.62%) and CTH (23.46%), with the remaining sites being found in CG (3.6%), CHG (2.2%), and CC (2.1%) contexts. 

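Contexts were read from the positions of the listed cytosines on both strands. This separates CG, CHG and CC, but CAH and CTH only together, since adenine and thymine are not told apart. Of the 9515 cytosines called in ReBuilT, 97.6% lay in CAH or CTH, 0.683% in CG, 0.851% in CHG and 0.872% in CC. Among all listed cytosines the shares were 68.3%, 9.18%, 7.71% and 14.8%.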

While the genomic context of all cytosines shows a preference for adenine in the +1 position, this preference is significantly increased for methylated loci. Fig 4a demonstrates this point by showing the log2 fold change of methylated loci context from the genomic cytosines. 

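The log2 fold changes of the ReBuilT calls against all listed cytosines, with 95% intervals from 1000 bootstraps of 50 kb blocks, were 0.52 (0.50 to 0.53) for CAH or CTH, -3.75 (-4.24 to -3.35) for CG, -3.18 (-3.78 to -2.72) for CHG and -4.09 (-4.82 to -3.57) for CC. Counting unconverted reads in place of called loci, which moved CG and CHG most, gave 0.12, -0.03, -0.27 and -0.49. The level per context, which moved the other contexts most, gave 0.11 for CAH or CTH and -0.38 for CC. The share of unconverted reads was 0.732 ± 0.0356% in CAH or CTH and 0.648 ± 0.0321% in CG in the ReBuilT libraries, and 5.43 ± 0.0856% and 6.87 ± 0.202% in the PCR-BS libraries.

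**Figure D2:**
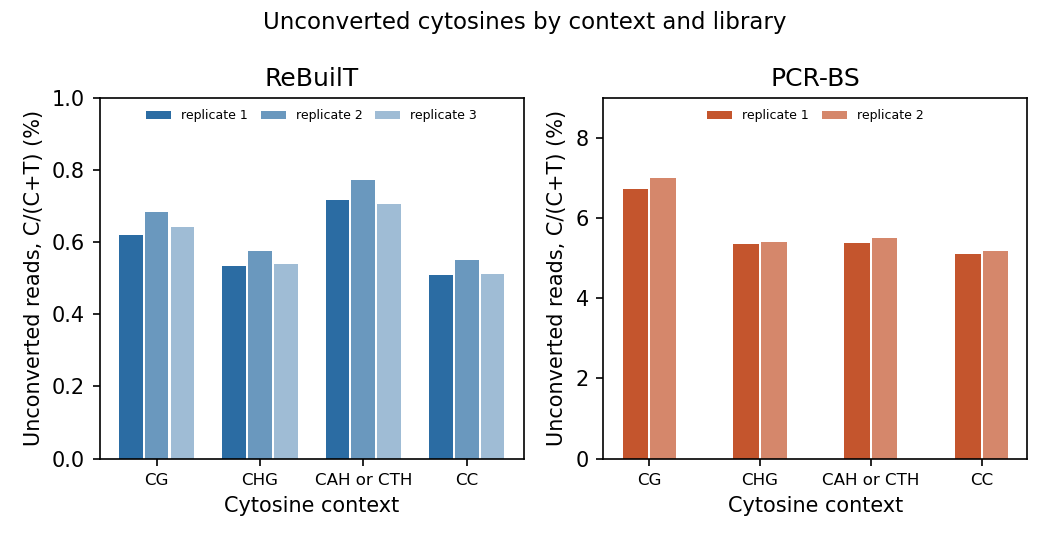
Share of unconverted reads, C/(C+T) in percent (y axis), in 4 cytosine contexts (x axis) in each of the 3 ReBuilT libraries (left) and 2 PCR-BS libraries (right), on separate scales that start at 0. CAH or CTH is the highest bar of every ReBuilT library and CG the highest of both PCR-BS libraries.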

All contexts are underrepresented against the *P. berghei* background with the exception of CAH, which is overrepresented. This asymmetric context contrasts with the strong preference for CG methylation in mammalian genomes. Furthermore, cytosine and guanine bases are generally depleted around methylated loci, in agreement with previously reported data from *P. falciparum*[22]. 

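Within 10 bases on each side of the cytosines called in ReBuilT, 4.19% of positions were C or G, against 23.3% around all listed cytosines. The difference was -19.1 percentage points (95% block bootstrap interval -19.3 to -18.8). The share of C fell by 10.2 and that of G by 8.86 percentage points.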

While the majority of methylation from the PCR-BS dataset also occurs within the CAH context, a defining feature is a preference for nearby guanines. This context distribution may be affected by the read count bias towards GC rich regions, such as the exons described in Fig 3c.

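Of the cytosines called in PCR-BS, 52.7% lay in CAH or CTH, 21.3% in CG, 15.3% in CHG and 10.7% in CC. The log2 fold changes against all listed cytosines were -0.37 (95% interval -0.39 to -0.36), 1.22 (1.18 to 1.25), 0.99 (0.95 to 1.02) and -0.48 (-0.53 to -0.41). By methylation level in place of calls, the CHG context changed sign, at -0.05. With the binomial test against the overall rate of each library, CG was the largest context. It then held 45.3% of the calls, against 35.6% in CAH or CTH and 8.89% in CHG, and no context changed sign. Guanine made up 22.2% of the bases within 10 positions of the calls against 10.9% around all listed cytosines, 11.3 percentage points more (95% block bootstrap interval 11.0 to 11.6). The paper proposes that the read count bias towards GC rich regions may affect the contexts found in PCR-BS.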

**Fig 4:**
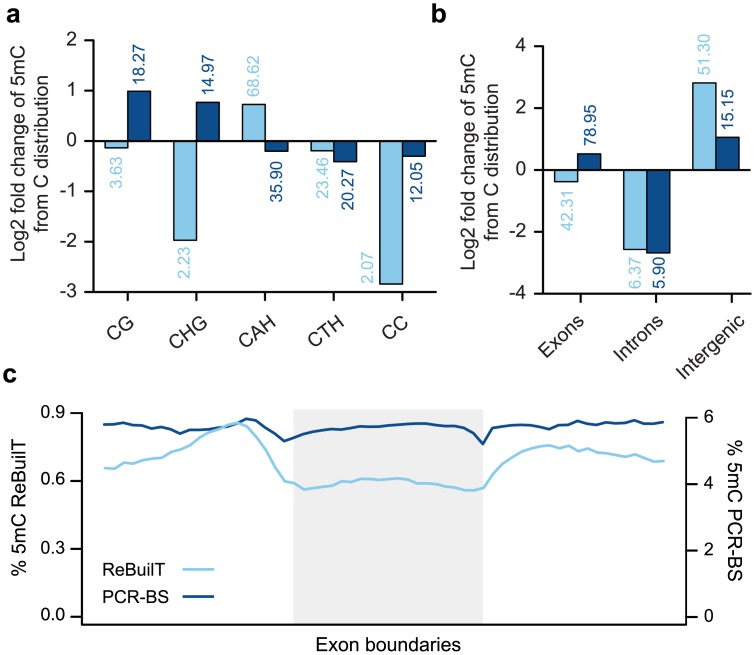
Cytosine methylation in *P. berghei*. (a) The log2 fold change of 5mC contexts from cytosine contexts within the *P. berghei* genome. Each bar is annotated with the percentage of 5mC loci within the context. The sequence context varies greatly between PCR-free and amplified samples. ReBuilT data reveals an enrichment in the asymmetric CAH context, and CHG and CC contexts are strongly disfavoured. PCR-BS methylation occurs more often in CG and CHG contexts (H = A, T, G). (b) The distribution of methylation across genomic regions, shown as log2 fold change from the distribution of cytosines. The percentage of 5mC loci in the regions is given above each bar. Methylation in the AT-rich intergenic regions is underrepresented in the PCR-BS dataset. (c) The profile of 5mC levels over exons. Traditional PCR-BS gives a similar profile to ReBuilT, but greatly over-estimates the 5mC levels.

The genomic location of methylated loci is shown in Fig 4b. We found the majority of methylated loci (51%) were located in intergenic regions. Methylation within gene bodies was predominantly exonic (42% of all loci, 87% of genic loci); however, as exons make up 55% of the plasmodium genome, and are relatively cytosine rich elements, methylation is slightly underrepresented in these regions. This is confirmed when visualising the methylation profile in and around exons genome-wide (Fig 4c). Interestingly, there is a change in methylation levels across intron-exon boundaries, which by analogy to mammalian systems could be involved in transcript splicing [23]. The discrepancy between ReBuilT and PCR-BS methylation in exonic and intergenic regions may again be due to the GC bias described in Fig 3b & 3c. Intergenic regions may be poorly covered due to their high AT content, reducing detection power, while exonic regions are overrepresented due to preferential amplification, especially of fragments containing unconverted cytosine species.

To identify regions of increased methylation density we applied a hidden Markov model to the significance levels of individual sites. In this way we found 20,823 regions that contained six or more cytosines enriched in methylation, with average methylation levels approximately ten-fold higher than the global value. 

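A hidden Markov model with 2 states was fitted to the combined p-values of the ReBuilT libraries from the designed test, in 4 classes. It gave 5519 segments of at least 6 cytosines in the high state, with a median of 8 cytosines and 67 bp. When the classes were put in random order within each sequence 20 times, the model gave 772 segments on average and 820 at most. The mean level of a segment was 3.27 ± 1.16% (SD over segments), which is 4.86 times the 0.672% of unconverted cytosines in the summed ReBuilT reads. The same model on adjusted p-values, the alternative that moved the number most, gave 543 segments. Without ReBuilT replicate 1 there were 1998, and without replicate 3 there were 9192.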

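Of the 3965 segments with C+T of at least 50 at every cytosine in each ReBuilT library, the highest summed level was 8.02% (95% confidence interval 7.15% to 8.98%), at positions 48150 to 48249 of chromosome 6. Its 6 cytosines lay on both strands and had levels between 3.16% and 12.8%. The level of the segment was 7.36% in replicate 1, 10.5% in replicate 2 and 8.64% in replicate 3. Its interval treats the C+T reads of all its cytosines and libraries as independent, and replicate 2 lay outside it. The next in rank were a segment of 10 cytosines at positions 74288 to 74407 of chromosome 11, at 7.59%, and a segment of 6 cytosines at 440605 to 440686 of chromosome 1, at 7.39%. In the PCR-BS libraries these 3 segments were covered by 26 to 56 C+T reads per library. From the clustering of methylated cytosines the paper argues for biological significance.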

An example of such a methylation cluster is given in S9 Fig. This non-random distribution of cytosine methylation is a strong indicator of biological significance [24, 25]. Indeed, clusters of methylation are more important than single highly methylated sites for gene silencing [26].

### 0.4 Application to mammalian genomes

To benchmark our method for application towards mammalian genomes, we prepared both PCR-BS and ReBuilT sequencing libraries from E14 mouse embryonic stem cells, and compared the detected methylation levels. We sequenced 351,944,111 read pairs from the PCR-BS library and 160,799,026 read pairs from the ReBuilT library resulting in per-base read coverage of approximately 15x and 5x respectively. The C to T conversion (i.e. the estimate of methylation) was largely consistent between the two protocols, though the ReBuilT library tends to give slightly lower estimates as can be seen in S10 Fig. To explore this comparison further, we looked at the percentage methylation within different contexts (S5 Table). Non-CpG methylation was comparable for the two methods, indicating the bisulfite treatment was efficient in both cases, while methylation in CpG contexts was higher in the PCR-BS than ReBuilT samples (67.84% vs. 60.10%). The overall similarity between the methods shows the ReBuilT method is indeed accurately detecting methylation. Furthermore, S10 Fig demonstrates that amplification biases of bisulfite-converted genomes are not restricted to highly skewed genomes such as *P. berghei*—but affects the commonly studied, balanced genome of *M. musculus*.

## Discussion

The data generated from the ReBuilT method provides compelling evidence for the key benefits of PCR-free methylation analysis. We demonstrate that this approach results in increased uniformity of coverage, a lower duplication rate and substantially reduced sequence context biases as compared to a BS-seq approach requiring PCR amplification. Consequently, the methylation data more accurately represent the true methylome of the organism. Additionally, our findings suggest that standard sequencing of *Plasmodium spp.* would benefit from being performed without amplification, due to the high variation of GC content in certain genomic regions leading to their overrepresentation.

By employing our method in conjunction with high depth next-generation sequencing, we have confidently quantified low levels of methylation in the *P. berghei* genome. Furthermore, the methylation data was generated from only 50 ng of genomic DNA. We found global methylation levels were low, and occurred predominantly in the asymmetric CAH context. This methylation profile is similar to those seen when non-CG methylation is studied in other eukaryotes. As the vast majority of methylation occurs in the asymmetric CAH context, *de novo* methylation must be the primary mechanism of installation. Furthermore, given the low modification levels, it would appear that methylation is not highly conserved between the erythrocytic stages. It is therefore plausible that methylation is used to mark key genes that are required to be active or silent at key points within each life stage. Alternatively it is possible that cytosine methylation is present solely within one of the four life stages present in the mixed erythrocytic population. If this were the case for one of the minor constituents, such as gametocytes, methylation levels would be transiently and significantly elevated. With this new method in hand it will be possible to interrogate purified samples of the distinct life stages within the erythrocytic cycle and resolve this question.

While we have primarily demonstrated the utility of our method on the AT rich genome of *P. berghei*, it has broad applicability and scalability. In this manuscript we have sequenced both highly AT rich genomes (*P. berghei*, 22% GC), and those with more balanced base compositions (*E. coli*, 51% GC). Larger mammalian genomes are also tractable with the ReBuilT approach, with an expected 70-fold coverage obtainable from 50 ng of genomic DNA.

In conclusion, our approach enables the study of methylation in genomes previously intractable to BS-seq, as exemplified by the malarial parasite *P. berghei*. Our findings suggest that prior analysis based on PCR-BS may be subject to inaccuracies and misinterpretation. Genomic regions that have very high AT%, such as greater than 80%, following bisulfite treatment may have been missing from previous data sets or assigned incorrect methylation levels. The amplification biases we have described suggest careful consideration should be given for the interpretation of data obtained from bisulfite approaches involving PCR amplification.

## Materials and Methods

### Ethics statement

All animal experiments were conducted under a project license from the UK Home Office in accordance with national and European animal welfare guidelines.

### *P. berghei* culture and DNA extraction

6–10 week old Theiler’s Original (TO) mice were injected intraperitoneally with 0.2 mL of 6 mg/mL phenylhydrazine, and three days later infected with 5 × 10^7^ parasites (*Plasmodium berghei* ANKA strain, clone 2.33). From day six onwards tail smears were taken to assay parasitaemia. Mice were bled by cardiac puncture and parasitic DNA extracted following standard protocols [27].

### Sonication of genomic DNA

500 ng DNA (10 mM tris-HCl pH 8, 1 mM EDTA) was sheared by sonication with the Covaris M220 focused-ultrasonicator to give an average fragment length of 250 base pairs (peak incident power 50W, duty factor 20%, 200 cycles per burst, 120s treatment time). The amount of DNA was quantified with the Qubit dsDNA broad range assay and fragmentation confirmed with the Agilent 2200 Tapestation using D1000 screentapes and reagents.

### DNA digestion and LC-MS/MS analysis

250 ng genomic DNA was digested with DNA degradase (Zymo research) following the manufacturer’s instructions, with stable isotope labelled nucleotides (dC + 3, m5C + 3 and hm5dC + 3) spiked in at 25 nM final concentration. A dilution series (0.0125–15000 nM) of the unlabelled reference standards (dC, 5mC and 5hmC; Sigma Aldrich, Carbosynth Ltd) were also mixed with the stable isotope labelled nucleosides.

Quantitative LC-MS/MS analysis was carried out using an Agilent 1290 Infinity UHPLC coupled to a Thermo Q-exactive mass spectrometer. LC was performed on a Waters Acquity UPLC HSS T3 column (100 x 2.1 mm, 1.8 μm particle size) kept at 50, applying a gradient starting at 100% of 0.1% formic acid in water followed by increasing proportions of 0.1% formic acid in acetonitrile up to 30%, at a flow rate of 350 μL/min over 3 minutes. The MS was operated using HESI in positive ion mode, with spray voltage of 4 KV, heater temperature of 350°C and capillary temperature of 320°C. The instrument was present to isolate the precursor ions for dC (258 m/z), dC+3 (321 m/z), 5mC (242 m/z), 5mC+3 (245 m/z), 5hmC (258 m/z) and 5hmC+3 (261 m/z).

### Generating modified adapters

Sequences given in S6 Table. ODN1a was purchased (ChemGenes) or generated by end-labelling the (n-1) sequence with dideoxythymidine triphosphate (TriLink) using terminal deoxynucleotidyl transferase (NEB). All cytosines in ODN1b were replaced with 5mC to retain the adapter sequence following bisulfite conversion. Adapter pairs were annealed in a thermocycler (95°C for 10 minutes, cooling to 70°C over 10 minutes, holding at 70°C for 10 minutes and then slowly cooling to room temperature at 0.1°Cs^-1^) to give 25 μM solutions in 10 mM Tris-HCl pH 7.4, 50 mM NaCl. Annealing ODN1a and ODN1b provided adapter pair 1; annealing ODN2a and ODN2b provided adapter pair 2.

### ReBuilT protocol

A detailed protocol is provided as supplementary material, S1 Protocol. In brief, 50 ng of sonicated genomic DNA was blunt ended, phosphorylated and dA-tailed, before ligation of custom adapter pair 1 (NEBNext). Bisulfite conversion was achieved with the Zymo EZ DNA Methylation-Gold kit, following the manufacturer’s instructions. To recover damaged fragments we added 5 μL of 10 mM (5′-CAA GCA GAA GAC GGC ATA CGA GAT TGG TCA GTG ACT GGA GTT CAG ACG TGT GCT CTT CCG ATC T-3′), 200 μM dNTPs, 10 μL VeraSeq Buffer II (Enzymatics) and 1U VeraSeq Ultra (Enzymatics). Following incubation at 95°C for 3 minutes and annealing at 54°C for 45 seconds, extension at 72°C was carried out for 30 minutes. The reaction mixture was incubated with 60 μg of streptavidin coated magnetic beads (Magnasphere Paramagnetic Particles, Promega) in 2x binding buffer (10 mM Tris-HCl pH 7.4, 1 mM EDTA, 2 M NaCl, 0.1% Tween 20) for 20 minutes at room temperature. Beads were washed three times with 400 μL binding buffer before dA-tailing, and a further three times with 400 μL binding buffer before ligation of adapter pair 2. Finally, three washes with 400 μL binding buffer were followed by elution of the non-uracil strand with 50 mM NaOH at 60°C for 15 minutes. The repeats discussed in the manuscript were generated by performing three independent repeats of this protocol on 50 ng samples of sonicated DNA from one biological sample.

### PCR-BS protocol

50 ng of sonicated genomic DNA was end repaired and dA-tailed, before ligation of methylated Illumina sequencing adapters (NEBNext). Bisulfite conversion was achieved with the EZ DNA Methylation-Gold kit (Zymo Research), following the manufacturers instructions. The converted libraries were amplified by PCR, using the VeraSeq Ultra DNA polymerase (Enzymatics). For the *P. berghei* sample 18 cycles were required due to the poor amplification of the AT-rich genome, as previously described for *P. falciparum*[22]. This protocol was performed twice independently on 50 ng samples of sonicated DNA from the same biological sample as used for the ReBuilT protocol.

### Bioinformatic analysis

Detailed information regarding data analysis, and any custom scripts employed, are available in a git repository at github.com/dariober/rebuilt-enhanced-methyl-seq.

### Sequencing and alignment

Raw sequencing files can be found in the GEO under accession number GSE65116 or at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65116. Sequencing was performed on an Illumina NextSeq 500, run in paired-end mode with 75 or 100 read cycles. Reads were trimmed to remove adapter contamination and low quality bases using trim_galore version 0.3.7 and cutadapt version 1.4.2 [28] with option –stringency 3 and default arguments. Trimmed reads were aligned with bwameth.py[29]. The reference sequence was *M. musculus* version mm9 concatenated to *P. berghei* version 11. After alignment, the mapping quality of reads mapped with more then 10% of mismatches was reset to 0 using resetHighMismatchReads.py. Overlapping read pairs were clipped using clipOverlap in the BamUtil suite version 1.0.12. Genomic data manipulations were facilitated by samtools[30], BEDTools[31], Picard and deepTools[32].

### Methylation calling

Counts of converted and unconverted cytosine, i.e: the methylation status, in the *P. berghei* genome were obtained from the alignment files using bam2methylation.py. Only reads with mapping quality greater than 15 were considered, and bases with quality below 13 were also excluded. In addition, at each cytosine position the number of mismatches, i.e: the number of reads not A or C, was recorded. Methylation levels at individual cytosines were assessed independently for each library. 

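The deposited table gives the p-value of this test for each cytosine and library, but not the mismatches. The mismatches were recovered by solving the test for the number that gives the deposited p, which matched to a relative tolerance of 1e-06 for at least 99.98% of the cytosines with an unconverted read in each library. The deposited p-values are those of a one-sided Fisher test with a null odds ratio of 0.5, so they ask whether unconverted reads exceed 0.5 times the mismatches in odds. The calls reported here use a null odds ratio of 1.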

At each position a Fisher test was applied to the test if the unconverted cytosines exceeded the number of mismatches found at that position. 

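In the authors' deposited table the combined p-values match Stouffer's method with each library weighted by its C+T depth, and with p-values of 1 set just below 1, at 93.9% of cytosines in ReBuilT and 99.5% in PCR-BS. The same rule without weights matches 1.77% and 11.2%. The deposited FDR is the Benjamini-Hochberg adjustment over cytosines whose summed depth is at or above the 5th percentile of each group.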

The p-values from the three ReBuilT and two PCR-BS libraries were combined via Stouffer’s method and corrected for multiple testing [33]. Data analysis was performed in R version 3.1.2 [34].

### Segmenting methylation

Runs of methylated cytosines were detected by segmenting the signal of combined p-values. To this end, the vector of combined p-values was first converted to a vector of discrete observations as follows: ‘0’ if *p* > 0.1, ‘1’ if 0.1 ≤ *p* < 0.05, ‘2’ if 0.05 ≤ *p* < 0.001 and ‘3’ if *p* ≤ 0.001. Then a two state hidden Markov model was fitted to the p-values to partition the signal into segments of high and low methylation. 

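The classes were read as p above 0.1, between 0.05 and 0.1, between 0.001 and 0.05, and at most 0.001. In the model fitted to the ReBuilT p-values of the designed test, the probability to stay was 0.990 in the low state and 0.730 in the high state, and 2.53% of cytosines were in the high state. On 200000 simulated cytosines 98.2% of the states were decoded right. The simulated high state had a higher probability to stay than the fitted one, so this share does not give the accuracy of the fitted model. Fitted to the authors' combined p-values, a setting chosen after seeing the data, the model put 98.2% of cytosines in the state given in the authors' deposited table. Of the cytosines in the high state there, 81.6% were in the high state of the model.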

The R package RHmm was used for model fitting [35].

## Supporting Information

S1 Fig The effect of sequence composition on coverage. ReBuilT and PCR-BS libraries were generated from *E. coli* DNA. The normalized read count is plotted against local GC content of the reference genome in 300 base pair windows. Ideally, the GC content of a window should have no impact on the read count. ReBuilT data shows a reduced sensitivity compared to the PCR-BS data.
(EPS) Click here for additional data file.

S2 Fig Genome browser views of *E. coli*. Example regions from *E. coli* sequencing data that are significantly underrepresented through PCR-BS, but are well covered with ReBuilT.
(EPS) Click here for additional data file.

S3 Fig Mass spectrometry analysis of *P. berghei* genomic DNA. A) LC-MS/MS extracted ion counts. The measured transitions consist of the three genomic nucleosides and the spiked in stable isotope labeled standards i) dC, 242 → 112.05054 ii) dC ^15^N_3_, 245 → 115.04164 iii) mC, 242 → 126.06619 iv) mC D_3_, 245 → 129.08502 v) N6MeA, 266 → 150.07742 vi) N6MeA D_3_, 269 → 153.09625 B) Standard curve for 5hmC detection. No 5hmC was detected; limit of detection was 1/10,000 C.
(EPS) Click here for additional data file.

S4 Fig Distribution of insert size in sequenced libraries. Genomic *P. berghei* DNA was sonicated to 250 bp. The sequenced insert size was similar for ReBuilT (mean 111; mode 60) and PCR-BS (mean 108; mode 81). However, while most reads were shorter in the ReBuilT method, there were more reads in the 200–300bp range (8.1% vs 4.36%).
(EPS) Click here for additional data file.

S5 Fig Distribution of read depth across libraries. Libraries were down-sampled to approximately 29 million reads to be comparable with each other. The read count was computed in 50 base pair windows across the *P. berghei* genome, normalized to Reads Per Million (RPM), and plotted for each library. The ReBuilT libraries exhibit a higher median value and a lower standard deviation that the PCR-BS libraries. (ReBuilT: 2.7 ± 1.7; PCR-BS: 1.9 ± 5.1).
(EPS) Click here for additional data file.

S6 Fig Duplication rates. Duplicate reads obtained using read one only. The dashed horizontal line indicates the expected duplication rate given the read number and genome size. The ReBuilT libraries show a small increase over the expected value, while the PCR-BS libraries show over double the expected duplication rate. The observed duplication rate includes PCR duplicates, but is also affected by uneven coverage.
(EPS) Click here for additional data file.

S7 Fig Effect of sequence composition on coverage for individual libraries. The normalized read count is plotted against local GC content of the reference genome in 300 base pair windows. Ideally, the GC content of a window should have no impact on the read count. The ReBuilT libraries exhibit little sensitivity to the percent GC, while the PCR-BS libraries exhibit a strong preference for more balanced base compositions.
(PDF) Click here for additional data file.

S8 Fig Methylation is detected at sites with poor coverage. Increasing read counts should increase the quantitative power of bisulfite, i.e: lower methylation levels can be detected. Conversely, the quantitative power of bisulfite sequencing is low where the read counts are low. (Top) As ReBuilT exhibits even coverage, all regions have sufficient read depth for accurate methylation calling. (Bottom) Due to the uneven coverage of PCR-BS, many regions have low read counts, and in these regions the observed percent methylation is suspiciously high.
(EPS) Click here for additional data file.

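Levels were read in bins of depth in each library. At 1 to 9 reads the share of unconverted reads was 6.53% in PCR-BS replicate 1 and 6.54% in replicate 2, and at 50 to 99 reads it was 5.35% and 5.49%. At 200 to under 500 reads it was 5.69% and 5.97%, and at 500 reads and over 5.36% and 5.27%. In the lowest bin 11.2% of cytosines in both PCR-BS libraries showed a level over 20%, where binomial sampling at the overall rate of the library gives 8.57% and 8.90%. That bin held 26.5% and 32.8% of the covered cytosines. In ReBuilT replicate 1 it held 0.786% of cytosines, of which 0.947% showed a level over 20%.

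**Figure D3:**
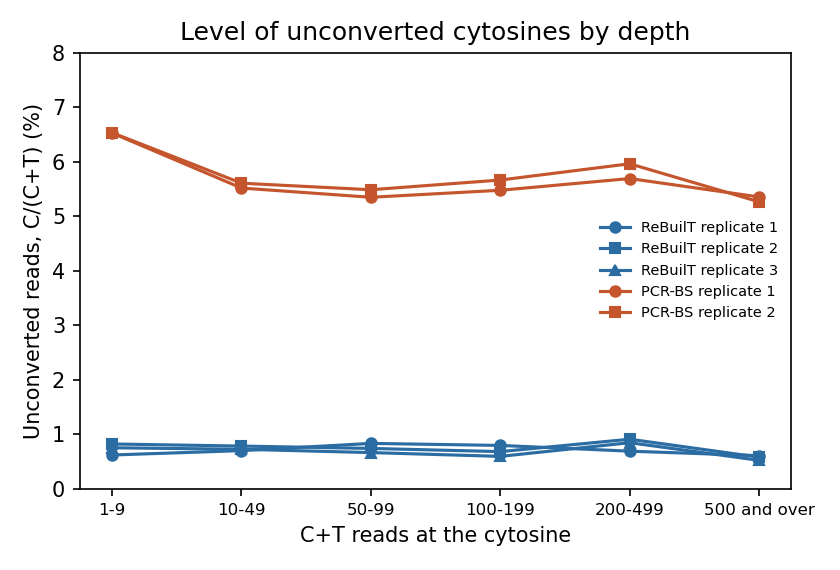
Share of unconverted reads, C/(C+T) in percent (y axis), in 6 bins of the C+T reads at a cytosine (x axis), 1 line for each of the 3 ReBuilT and 2 PCR-BS libraries. The PCR-BS lines start at 6.53% and 6.54% at 1 to 9 reads, and the ReBuilT lines stay below 1% in every bin.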

S9 Fig Characteristics of methylated segments in *P. berghei*. a) Methylated segments containing greater than 5 cytosines, as detected by a hidden Markov model. Left, the distribution of segment length. Right, the distribution of average percent methylation. b) An example of a methylated segment; each bar represents a cytosine along the plotted region. The top panel shows the percentage methylation, and the bottom panel shows the -log10 of the p-value for the presence of methylation.
(EPS) Click here for additional data file.

S10 Fig Comparison of C to T conversion measured with the PCR-BS and ReBuilT methods. The bisulfite induced C to T conversion of bisulfite-treated E14 mouse embryonic stem cells was analysed with the PCR-BS and ReBuilT protocols. The conversion rates are similar between the two methods, though the PCR-BS rates are generally higher as seen by the skew below the diagnol. This is likely due to PCR amplification artefacts.
(EPS) Click here for additional data file.

S1 Protocol A detailed ReBuilT protocol. A step-by-step protocol for the ReBuilT methodology.
(PDF) Click here for additional data file.

S1 Scheme ReBuilT scheme with sequences. Adapter pair 1 comprises a full length Illumina adapter modified with a 3′ biotin, and a short complementary sequence blocked with a 3′ dideoxythymidine (ddT). The ddT aids ligation efficiency and specificity, yet is not ligated due to the lack of a 3′ hydroxyl. All cytosines in the full length partner of adapter pair one are 5mCs to protect against deamination during bisulfite treatment. Adapter pair 2 comprises a fully complementary Illumina adapter sequence, with a 3′ T overhand to aid ligation.
(EPS) Click here for additional data file.

S1 Table ReBuilT rescues damaged fragments to increase the concentration of sequenceable fragments. Sequencing libraries were prepared from *E. coli* genomic DNA with both the ReBuilT method and a standard BS-seq protocol. The concentrations of sequenceable fragments in the libraries were two orders of magnitude higher for ReBuilT that the traditional protocol pre-PCR. The earlier the threshold cycle (Ct) is reached, the more DNA was initially present.
(PDF) Click here for additional data file.

S2 Table Mass spectrometry data. Quantitative mass spectrometry was performed on the biological sample used to generate sequencing libraries. Concentrations for dC and mC were back calculated from a calibration curve using standard solutions for all nucleosides. Reported values for percent mC are calculated from total C.
(PDF) Click here for additional data file.

S3 Table Sequencing quality. The mode of the average sequence quality, and the associated percentage, of all reads. The ReBuilT libraries exhibit higher modal Phred scores than the PCR-BS libraries.
(PDF) Click here for additional data file.

S4 Table *P. berghei* methylation. A cytosine base was called as a methylated loci if the FDR corrected P-value was less than 0.01, and the percentage methylation at a site was calculated as *C*/(*C* + *T*).
(PDF) Click here for additional data file.

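The authors' deposited table holds an FDR below 0.01 at 76027 cytosines in ReBuilT, 1.90% of those listed, and at 327905 in PCR-BS. Of these, 1837 are called in both groups. Of the 9515 cytosines called in ReBuilT with a null odds ratio of 1, 9483 are also called in the authors' deposited table, and so are all 79833 called in PCR-BS.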

S5 Table Methylation in E14 mouse embryonic stem cells by context. The methylation status of cytosines in different nucleotide contexts was investigated for E14 mouse embryonic stem cells. This table shows the results for chromosome 19 only.
(PDF) Click here for additional data file.

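The table counts, for each context, the reads with a converted and an unconverted cytosine, and gives a percentage of methylation from them. The 2 library types were made from the same cells, so each context has 1 percentage for each of them. The mouse libraries are not analysed here.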

S6 Table List of oligonucleotides. The custom oligonucleotides employed in the ReBuilT protocol. 5-methylcytosine is represented by a 5.
(PDF) Click here for additional data file.

# Supplementary material for: Enhanced Methylation Analysis by Recovery of Unsequenceable Fragments
**Source:** PLoS One. 2016 Mar 31;11(3):e0152322. doi: 10.1371/journal.pone.0152322
**Supplement:** S1 Table — Sequencing libraries were prepared from E. coli genomic DNA with both the ReBuilT method and a standard BS-seq protocol. The concentrations of sequenceable fragments in the libraries were two orders of magnitude higher for ReBuilT that the traditional protocol pre-PCR. The earlier the threshold cycle (Ct) is reached, the more DNA was initially present.

| Protocol | Replicate 1 | C <sub>t</sub> value |         |
|----------|-------------|----------------------|---------|
|          |             | Replicate 2          | Average |
| ReBuilT  | 13.47       | 13.53                | 13.50   |
| PCR-BS   | 20.06       | 20.21                | 20.14   |

# Supplementary material for: Enhanced Methylation Analysis by Recovery of Unsequenceable Fragments
**Source:** PLoS One. 2016 Mar 31;11(3):e0152322. doi: 10.1371/journal.pone.0152322
**Supplement:** S2 Table — Quantitative mass spectrometry was performed on the biological sample used to generate sequencing libraries. Concentrations for dC and mC were back calculated from a calibration curve using standard solutions for all nucleosides. Reported values for percent mC are calculated from total C.

| Conc. / nM |        | Relative composition  |
|------------|--------|-----------------------|
| C          | 5mC    | 5mC/(C+5mC)           |
| 11958.256  | 36.745 | $3.06 \times 10^{-3}$ |

# Supplementary material for: Enhanced Methylation Analysis by Recovery of Unsequenceable Fragments
**Source:** PLoS One. 2016 Mar 31;11(3):e0152322. doi: 10.1371/journal.pone.0152322
**Supplement:** S3 Table — The mode of the average sequence quality, and the associated percentage, of all reads. The ReBuilT libraries exhibit higher modal Phred scores than the PCR-BS libraries.

| <b>Library</b>      | <b>Mate</b> | <b>Phred mode</b> | <b>% reads</b> | <b>Protocol</b> |
|---------------------|-------------|-------------------|----------------|-----------------|
| grm034_ReBuilT_AD04 | R1          | 35                | 19.33          | ReBuilT         |
| grm034_ReBuilT_AD04 | R2          | 34                | 13.91          | ReBuilT         |
| grm035_ReBuilT_AD06 | R1          | 35                | 21.62          | ReBuilT         |
| grm035_ReBuilT_AD06 | R2          | 34                | 15.17          | ReBuilT         |
| grm036_ReBuilT_AD12 | R1          | 35                | 22.29          | ReBuilT         |
| grm036_ReBuilT_AD12 | R2          | 34                | 15.34          | ReBuilT         |
| grm037_PCRBS_AD04   | R1          | 31                | 13.77          | PCRBS           |
| grm037_PCRBS_AD04   | R2          | 32                | 9.56           | PCRBS           |
| grm038_PCRBS_AD16   | R1          | 31                | 13.94          | PCRBS           |
| grm038_PCRBS_AD16   | R2          | 32                | 10.29          | PCRBS           |

# Supplementary material for: Enhanced Methylation Analysis by Recovery of Unsequenceable Fragments
**Source:** PLoS One. 2016 Mar 31;11(3):e0152322. doi: 10.1371/journal.pone.0152322
**Supplement:** S4 Table — A cytosine base was called as a methylated loci if the FDR corrected P-value was less than 0.01, and the percentage methylation at a site was calculated as C/(C + T).

| <b>Protocol</b> | <b>No. methylated loci</b> | <b>Global methylation / %</b> |
|-----------------|----------------------------|-------------------------------|
| ReBuilT         | 76,205                     | 0.69                          |
| PCR-BS          | 327,904                    | 5.91                          |

# Supplementary material for: Enhanced Methylation Analysis by Recovery of Unsequenceable Fragments
**Source:** PLoS One. 2016 Mar 31;11(3):e0152322. doi: 10.1371/journal.pone.0152322
**Supplement:** S5 Table — The methylation status of cytosines in different nucleotide contexts was investigated for E14 mouse embryonic stem cells. This table shows the results for chromosome 19 only.

| <b>Method</b> | <b>Context</b> | <b>C</b> | <b>T</b>  | <b>non-CT</b> | <b>% met</b> | <b>% non-CT</b> |
|---------------|----------------|----------|-----------|---------------|--------------|-----------------|
| ReBuilT       | CG             | 1721708  | 2864698   | 17164         | 60.10        | 0.37            |
|               | CHG            | 90355    | 14287737  | 38273         | 0.63         | 0.27            |
|               | CHH            | 178905   | 40077113  | 147281        | 0.45         | 0.36            |
| PCR-BS        | CG             | 5668591  | 8355691   | 30318         | 67.84        | 0.22            |
|               | CHG            | 317727   | 40248613  | 50873         | 0.79         | 0.13            |
|               | CHH            | 715017   | 118302818 | 140713        | 0.60         | 0.12            |

# Supplementary material for: Enhanced Methylation Analysis by Recovery of Unsequenceable Fragments
**Source:** PLoS One. 2016 Mar 31;11(3):e0152322. doi: 10.1371/journal.pone.0152322
**Supplement:** S6 Table — The custom oligonucleotides employed in the ReBuilT protocol. 5-methylcytosine is represented by a 5.

| Oligomer | Sequence (5' to 3')                                                                             |
|----------|-------------------------------------------------------------------------------------------------|
| ODN1a    | GCT CTT CCG ATC (ddT)                                                                           |
| ODN1b    | GAT 5GG AAG AG5 A5A 5GT 5TG AA5 T55 AGT 5AC TGA 55A<br>AT5 T5G TAT G55 GT5 TT5 TG5 TTG-(biotin) |
| ODN2a    | AAT GAT ACG GCG ACC ACC GAG ATC TAC ACT CTT TCC<br>CTA CAC GAC GCT CTT CCG ATC T                |
| ODN2b    | GAT CGG AAG AGC GTC GTG TAG GGA AAG AGT GTA GAT<br>CTC GGT GGT CGC CGT ATC ATT                  |
| ODN3     | CAA GCA GAA GAC GGC ATA CGA GAT TGG TCA GTG ACT<br>GGA GTT CAG ACG TGT GCT CTT CCG ATC T        |

How the deposited data were processed for this re-analysis (not part of the article)

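Bisulfite sequencing libraries of 1 sample of *P. berghei* DNA were measured, 3 made by ReBuilT and 2 by PCR-BS. The authors trimmed and aligned the reads to the mouse and parasite genomes together, clipped overlapping mates, and counted reads of sufficient mapping and base quality at each parasite cytosine. No removal of duplicates is stated. The deposited counts are whole reads for each cytosine and library, unconverted reads and C+T reads. The percent values that the authors deposited are the unconverted counts over the C+T counts, and the recomputed percent differed by at most 0.005. The deposited p-values come from a one-sided Fisher test by the authors for each cytosine and library, combined within each group by Stouffer's method and adjusted as an FDR. The authors also deposited the state of each cytosine in a hidden Markov model. All 5 libraries were used, and 0 columns of values per library were left out.

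From the counts, the level of a library was computed as the summed unconverted reads over the summed C+T reads at cytosines with at least 1 read. Mismatches, which the table does not list, were recovered from the deposited p-values by inverting the Fisher test, and exist only where a cytosine has an unconverted read. Where a library had no unconverted read its p-value is 1 whatever the mismatches. For the test on summed counts, the mismatches of such a library were taken at the rate of the other libraries at the cytosine. Calls used a one-sided Fisher's exact test per library, unweighted Stouffer's method and the Benjamini-Hochberg adjustment at an FDR below 0.01. Cytosines lacking an unconverted read in at least 1 library of the group could therefore not be called. Contexts, GC content and the bases C and G around a cytosine were read from the listed positions of both strands, so that A and T are not told apart. GC windows were 300 bp with at least 10 listed cytosines, and depth windows were 50 bp. Intervals are at a confidence level of 95%, from Wilson's method for shares and from 1000 bootstraps of 50 kb blocks for contexts and bases. Wilson's intervals treat C+T reads as independent and make no allowance for the choice of the highest cytosine or segment. Segments came from a hidden Markov model of 2 states, fitted by Baum-Welch and decoded by the Viterbi algorithm, with runs of at least 6 cytosines counted and compared with 20 random orders. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0 and Matplotlib 3.10.9.

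Summed over cytosines, the C+T counts were 1614456025, 333998304 and 279747989 in ReBuilT and 143370852 and 118868479 in PCR-BS. A sequenced read counts once at each cytosine it covers, so these are not numbers of sequenced reads. The calls were tested on simulated data at the depths of chromosome 1, with 200 cytosines at each of 3 added levels. In ReBuilT 0, 36.5% and 87.5% of those at 2, 5 and 10 percentage points above the rest were called, and 0 of 100914 unchanged ones. In PCR-BS 2.5%, 4% and 12% were called, and 554 of 100075 unchanged ones, since the level simulated for all cytosines lies above the mismatch rate. On the same simulated counts the authors' combination at a null odds ratio of 0.5, a setting chosen after seeing the data, called 28.5%, 93% and 98% in ReBuilT and 2 unchanged cytosines. In PCR-BS it called 10%, 13% and 28% and 5700 unchanged cytosines. The model of segments was tested on 200000 simulated cytosines, where it recovered 94.8% of the high runs of at least 6 cytosines. A run counted as recovered when at least as many of its cytosines were decoded high as low. The simulated high state had a higher probability to stay than the one fitted to the data, so this does not give the recovery at the fitted setting.

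Groups were formed by library preparation and compared by a two-sided exact permutation test over 10 assignments. Named cytosines are the 5 called in ReBuilT with the highest summed level among those with C+T of at least 50 and a level above the global one in every ReBuilT library. Named segments are the 3 with the highest summed level and C+T of at least 50 at every cytosine in every ReBuilT library. Both rules, the main tests and the alternatives were set before the data were examined, apart from the alternatives marked in the text as chosen later. The tests of explanations in the closing section were written after the main results, and some only after related tests had been seen, as stated there. The alternatives covered the coverage minimum, the denominator, the sequences included, subtraction of mismatches, thinning, windows, the coefficient, the combination of libraries, the FDR, the null of the test, the matching and each library left out. The location of calls in genes and the profiles over exons are not analysed here, since no annotation on the positions of the table was used.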

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

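The organelle comparisons and the first test for mouse reads were set in advance of their results, but the reading of the mitochondrial value against its spread, and of the first test for mouse reads as settling nothing, were chosen after the values were seen, and the test of the median over windows was chosen after the first test for mouse reads had been seen to leave the question open.

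The apicoplast genome, on which the paper does not report, had a share of unconverted cytosines of 0.976 ± 0.0571% in the 3 ReBuilT libraries, against 0.681 ± 0.0321% on the nuclear chromosomes. It stands out as a signal in sequence that the authors' deposited calls and states include, but that the paper does not report separately. Against nuclear cytosines of the same context and window GC content the ratio was 0.922 ± 0.0238, so the higher level is consistent with the low GC content of this genome, at a median of 17% per window. In the PCR-BS libraries the level was 5.37 ± 0.0203% and the ratio to matched nuclear cytosines 0.923 ± 0.0149. No methylation of its own above that of similar nuclear sequence was seen at this depth.

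The mitochondrial genome, also not reported on, had a share of 0.467 ± 0.0149% in the ReBuilT libraries, below the nuclear chromosomes. The ratio to nuclear cytosines matched on context and window GC content was 0.904 ± 0.0112, while the limit set for base composition was a ratio within 1.1 times. Taken without its spread, the value falls outside that limit. It reaches the limit within its spread, a reading chosen after the value was seen, so base composition as the whole explanation stays open. In the PCR-BS libraries the ratio was 0.971 ± 0.0166, inside the limit. Matching moved the expected level from 0.681% to 0.517 ± 0.0223%, which accounts for most of the gap. Copies of mitochondrial sequence in the nuclear genome and differences in conversion were not tested.

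The contrast of CG with CAH or CTH went opposite ways in the 2 groups. The CG level minus the CAH or CTH level was -0.0841 ± 0.0169 percentage points in ReBuilT, in all 3 libraries, and 1.44 ± 0.116 points in PCR-BS, in both. The difference of 1.52 points had an exact permutation p of 0.1, the smallest the design allows. Host DNA aligned to the parasite genome could raise CG levels, because mouse DNA is methylated at CG. Leaving out windows with a mismatch rate of at least 3% kept 100.03% of the PCR-BS excess, but those windows hold 0.0945% of the reads, so this test settles nothing. The median over windows of the CG level minus the CAH or CTH level was 1.31 points in PCR-BS over windows with at least 200 C+T reads in each context, 26967 and 24342 of 61118 windows, and 77.2% and 79.5% of them were above 0. With a minimum of 50 reads, chosen after the first minimum was seen to leave out most windows, 79.4% and 77.7% of all windows entered and the medians were 1.08 and 1.30 points. With a minimum of 20 reads, chosen in the same way, 88.9% and 88.3% entered and the medians were 1.05 and 1.26 points. Of the windows that entered, 70.3% and 72.4% were above 0 with the minimum of 50, and 68.4% and 70.2% with that of 20. As a share of all windows, those above 0 ran from 55.8% to 62.0% with these 2 minimums. This argues against reads of another genome in a minority of windows and leaves a source spread over the whole genome open. The mismatch rate in PCR-BS was 1.73 ± 0.0717% at CG and 0.893 ± 0.0012% at CAH or CTH, so CG positions differ in more than their unconverted reads. Library preparation and the depth it gives are confounded with the groups.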

How the results depend on the processing

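Settings named here as chosen later were chosen only after the deposited p-values had been examined. Of 258 values under alternatives, over 33 results, 146 were group differences, contexts or bases around calls, which were compared by direction and by the side of their test or interval alone. Of these 144 kept it, some with a large change in size, and 2 reversed. For group differences the side of the test could not change, since the exact permutation p cannot fall below 0.1. Those counted as kept include the difference in the rho of depth and level over cytosines with at least 10 reads. It was 0.0140 (exact permutation p = 0.9), against 0.164 over all covered cytosines (exact permutation p = 0.1). Of 35 counts, 10 stayed within 1.5 times. Of 77 other values, 40 stayed within the spread between libraries or the confidence interval, 32 moved further and 5 reversed.

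The difference in global level between PCR-BS and ReBuilT kept its direction under every alternative that was run. Its p stayed at 0.1 in the exact permutation test with all 5 libraries. It ran from 4.83 to 4.97 percentage points with each library left out, where the exact test gave the smallest p those designs allow, 0.25 without a PCR-BS library and 0.333 without a ReBuilT library. The PCR-BS level was 5.91% as the mean of the percentages of single cytosines, and 5.91% as C/T. Subtracting the mismatch rate gave 4.54% in PCR-BS and reversed the sign in ReBuilT, at -0.0852%; by construction the level turns negative wherever the mismatch rate exceeds it. Subtracting 0.5 times the mismatch rate, chosen later, gave 5.06% and 0.298%.

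The difference in the coefficient of variation of depth and that in the GC correlation kept their direction in all alternatives, and their p with all 5 libraries, but not their size. The first, 182 points, was 85.0 without the 0.1% deepest cytosines and 89.7 on the nuclear chromosomes, and the second, 0.372, was 1.09 by Spearman's rho. The GC correlation in ReBuilT was -0.00643 in 1000 bp windows, -0.277 by Spearman's rho, -0.124 without the 0.1% deepest windows and -0.118 on the nuclear chromosomes. In PCR-BS it was 0.298 in 50 bp windows and, in the same order, 0.284, 0.816, 0.737 and 0.728. The shift without the deepest windows follows from leaving those out. That on the nuclear chromosomes follows from leaving out the organelles and the unplaced sequence. The mitochondrion had 24.5 times the nuclear depth in ReBuilT and 77.2 times in PCR-BS, and the apicoplast 7.36 and 9.02 times. The cause of the shifts with other windows and with Spearman's rho was not tested.

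The number of cytosines called in ReBuilT, 9515, was 16825 with weights by the square root of depth, 31826 with Fisher's exact test on summed counts, 15165 at an FDR of 0.05, 5207 at 0.001 and 78195 with the binomial null. With the ReBuilT libraries thinned to the PCR-BS depth and replicates 1 and 2 of each group, 9 were called, so the ReBuilT calls rest on depth. The number in PCR-BS, 79833, was 124357 with summed counts, 139424 and 41884 at the other FDR limits, 143007 with a coverage minimum of 50, for which fewer cytosines are adjusted for, and 15317 with the binomial null. Of the settings chosen later, a null odds ratio of 0.5 called 49111 in ReBuilT and 321640 in PCR-BS. The authors' combination called 17452 in ReBuilT at a null odds ratio of 1. At 0.5 it called 76404 and 326275. PCR-BS had more calls than ReBuilT under each of these except the binomial null, where the order turned round. With 1 library left out the number ran from 334 without ReBuilT replicate 1 to 10772 in ReBuilT, and from 15223 without PCR-BS replicate 1 to 23369 without replicate 2. The loss without ReBuilT replicate 1 follows from the 72.5% of C+T reads that it holds.

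The log2 fold changes of contexts kept their sign in all alternatives with 1 exception, CHG in PCR-BS, which was 0.99 by calls and -0.052 by methylation level; the cause was not tested. Their size did change, for CG in ReBuilT from -3.75 by calls to -0.029 by the share of unconverted reads. Without ReBuilT replicate 1, 0 of 334 called cytosines lay in CG, which gives no log2 value. The shares of C and G around called cytosines kept their direction in all alternatives.

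The rho of depth and level in PCR-BS was 0.0642 over cytosines with at least 10 reads, and the difference between the groups then had an exact permutation p of 0.9. Subtracting the rho that a constant rate gives at the depths of each library, a setting chosen after the values were seen, reversed the sign, to -0.0509 in PCR-BS, -0.0247 in ReBuilT and -0.0262 for the difference (exact permutation p = 0.2). With at least 10 reads it gave -0.0132 in PCR-BS and -0.0239 in ReBuilT (exact permutation p = 0.4). The highest level of a cytosine in ReBuilT was 22.9% with a coverage minimum of 10, and from 17.5% to 22.1% with 1 library left out. Among the authors' deposited calls with no coverage minimum, a setting chosen later, it was 21.3% (71 of 334 reads). In PCR-BS it was 54.8% (261 of 476 reads), and from 54.2% to 69.0% with 1 library left out. Among the deposited calls with no coverage minimum it was 77.8%, which rests on 7 of 9 reads (95% confidence interval 45.3% to 93.7%). Called cytosines read in the library left out of the calling had 7.42 times the level of matched ones in ReBuilT. This was 7.64 times at an FDR of 0.001, 6.83 times when matched on context alone, and 5.09 times with the authors' combination, chosen later. In PCR-BS the ratio of 1.57 was 1.66 when matched on context alone and 1.24 with the authors' combination.

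The number of segments, 5519, was 1396 with at least 10 cytosines, 2047 on each strand alone, 543 from adjusted p-values and 21629 from the authors' combined p-values, chosen later. It was 1998 without ReBuilT replicate 1 and 9192 without replicate 3.

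The libraries share replicate numbers, which nothing in the paper or labels ties to a common batch, and deviations of same-numbered libraries from their group means correlated at 0.000466 and 0.00836 over 59269 windows. With the replicate number as a block, the differences of PCR-BS and ReBuilT were 4.89 percentage points in level, 183 points in the coefficient of variation, 0.379 in the GC correlation and 0.171 in the rho of depth and level. No direction changed. The alternatives on regions and exon profiles were not run.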

Differences from the paper's values

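Settings named here as chosen later were chosen only after the deposited p-values had been examined. The paper gives 76205 methylated loci in ReBuilT, or 1.87% of cytosines, and the value here was 9515, or 0.237%. Of the alternatives set before the data were examined, the binomial null, with 78195 loci and 1.95%, fell within 1.5 times the paper's values, but it drops 20786 of the 76027 loci called in the authors' deposited table. Weights by the square root of depth, limited p-values, summed counts, the other FDR limits, the coverage minimums, thinning and each library left out did not. The authors' combination at a null odds ratio of 0.5, chosen after seeing the values, gave 76404 loci and 1.91%, and drops 509 of the 76027 loci called in the authors' deposited table. A null odds ratio of 0.5 alone gave 49111 loci, and the authors' combination at 1 gave 17452.

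In PCR-BS the paper's S4 Table gives 327904 loci and the value here was 79833. None of the alternatives set before the data were examined came within 1.5 times. The null odds ratio of 0.5, chosen after seeing the values, gave 321640 and drops 13429 of the 327905 loci called in the authors' deposited table, and with the authors' combination, also chosen after seeing the values, it gave 326275 and drops 1630.

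The paper gives shares of ReBuilT loci of 3.6% in CG, 2.2% in CHG and 2.1% in CC, and the values here were 0.683%, 0.851% and 0.872%. With the binomial null, set before the data were examined, the shares of 4.13%, 1.89% and 2.37% fell within 1.5 times the paper's. For CHG so did summed counts, at 1.55%, and for CC the calls without ReBuilT replicate 1, at 1.80%, which rests on 6 of 334 loci. The coverage minimum of 10, the FDR of 0.001, the share of unconverted reads and the other libraries left out did not. The authors' deposited calls, chosen after seeing the values, gave 3.64%, 2.19% and 2.08%; they drop none of the authors' deposited calls. For PCR-BS, CHG was 15.3% here and 13.5% among the authors' deposited calls, against about 15% in Fig. 4a, read by eye.

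The paper gives 20823 segments, and the value here was 5519. No alternative set before the data were examined came within 1.5 times. The authors' combined p-values, chosen after seeing the values, gave 21629 segments; they leave out of the high state 18.4% of the cytosines in the high state of the authors' deposited table. The states in the authors' deposited table give 20822 segments.

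The correlation of depth and GC content was -0.0432 in ReBuilT, against about -0.07 in Fig. 3b, read by eye, and 0.329 in PCR-BS, against about 0.69. In ReBuilT the 50 bp windows, set before the data were examined, gave -0.0578, within the spread of the libraries. Windows of 1000 bp, Spearman's rho, the windows without the deepest 0.1%, the nuclear chromosomes alone and each library left out did not. In PCR-BS no alternative fell within the spread. The nuclear chromosomes gave 0.728 and the windows without the deepest 0.1% gave 0.737.

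The paper's S5 Table gives 60.10% CG methylation in ReBuilT and 67.84% in PCR-BS for mouse chromosome 19. The counts in the same table give 37.5% and 40.4% as C/(C+T), and 60.1% and 67.8% as C/T, so the paper's percentages are on the scale of C/T. On that scale the values match.

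The paper states a larger multiple of the global level in segments than the 4.86 times found here, against the level of the summed ReBuilT reads, 0.672%. It was 6.76 times in segments from adjusted p-values, 3.34 times in those from the authors' combined p-values and 3.35 times in those of the authors' deposited table. The paper states that methylation correlates with read count in PCR-BS. S8 Fig describes high levels at low read counts. The rho in PCR-BS was 0.228 over all covered cytosines, below the 0.279 that a constant rate gives at the same depths, a comparison chosen after the values were seen, so its sign does not contradict the paper. The shift from the constant rate was not shown to differ from that in ReBuilT (exact permutation p = 0.2). At the lowest depths the share of unconverted reads goes the way S8 Fig describes, with 6.53% and 6.54% at 1 to 9 reads against 5.35% and 5.49% at 50 to 99 reads in the 2 PCR-BS libraries, but the fall has an interruption, with 5.69% and 5.97% at 200 to under 500 reads and then 5.36% and 5.27% at 500 reads and over.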

Other observations

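The test of the difference in each bin of level was chosen only after the slope and the bins had been seen, and the control with G followed by C was chosen after the result for CG pairs was known. The level with 0.5 times the mismatch rate subtracted was also chosen after seeing the data.

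The same DNA gave a level 8.20 times as high in PCR-BS as in ReBuilT. Low depth is unlikely as the explanation, since at cytosines with C+T of at least 50 the ratio was 8.14. Errors of sequencing would have to raise the mismatch rate as well, and it differed by 0.278 percentage points while the level differed by 4.90. Within bins of window GC content the lowest ratio was 4.63, which argues against GC content as the whole cause. Cytosines were then binned by their level in ReBuilT replicate 1 and read in the other libraries. An equal factor at every cytosine would give the same ratio in every bin, but it fell from 11.5 in the lowest bin to 1.34 in the highest. The slope of the PCR-BS level on the level in ReBuilT replicates 2 and 3 was 1.36 ± 0.181 with an intercept of 4.81 ± 0.015%, inside the limit set in advance, within 0.5 of 1, for a constant share of unconverted reads, as incomplete conversion could give. The test chosen later argues against a constant share as the whole of the excess, because the difference was 5.68 percentage points in 1 bin and 2.09 in the highest. A mostly constant share together with another process stays open, and conversion and amplification are both confounded with the groups.

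Cytosines called from 2 ReBuilT libraries had, in the third library, 7.42 ± 0.192 times the level of uncalled cytosines matched on context and depth, so chance highs of single libraries are unlikely to explain the calls as a set. This held with ReBuilT replicate 1 left out of the calling, where 334 cytosines were called and the ratio was 7.64. In the PCR-BS libraries the same cytosines were 3.37 ± 0.287 percentage points above matched ones, against 4.19 ± 0.228 points in the ReBuilT library left out, which argues against a property of the ReBuilT preparation alone. Sequence that resists conversion in both preparations could give the same result and was not tested.

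Segments decoded from ReBuilT replicate 1 alone had, in replicates 2 and 3, 2.82 times the level of other cytosines of the same context, and 2.54 times when also matched on window GC content. These are 28760 segments with 313450 cytosines, decoded from p-values at a null odds ratio of 0.5 in place of the designed 1. They are a wider set than the 5519 segments, which came from combined p-values at a null odds ratio of 1. For this set, reads that stayed unconverted by chance in 1 library and the GC content of 300 bp windows are therefore unlikely as the whole cause. Base composition closer to the cytosines was not matched. The ReBuilT level was highest at cytosines with 0 guanines within 10 bases, so composition on that scale stays open as a cause. In PCR-BS the excess was 0.414 percentage points, against 1.01 in ReBuilT, so preparation or local conversion may contribute to these segments.

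The 2 cytosines of a CG pair correlated in their ReBuilT levels at a rho of 0.135 over 177085 pairs, and CG cytosines of neighbouring pairs at 0.0338, a difference of 0.101. This is consistent with symmetrical methylation, but cytosines of opposite strands at G followed by C, which form no CG pair, correlated at 0.193. Closeness of the cytosines could therefore account for the correlation in CG pairs, and no symmetry specific to CG was seen. In PCR-BS the rho of CG pairs was -0.116 at a summed depth of at least 50.

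Guanine was enriched around the PCR-BS calls, but 30.7% of the excess was left when uncalled cytosines were matched on depth and context. Read depth, which rises with GC content in PCR-BS, may thus explain most of the preference together with context. The part of depth alone was not measured. The PCR-BS level also rose with nearby guanines, from 5.09 ± 0.154% with 1 guanine within 10 bases to 6.73 ± 0.0621% with 6 or more. With 0 guanines it was 5.34 ± 0.253%. Only 66 cytosines were called in both groups, where independent calling gives 183. Within strata of depth and context the expected number was 39.6 and the ratio of the shared number to it 1.67, so low PCR-BS depth at the ReBuilT calls, at a median of 10 reads, may explain the small overlap.

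The mismatch rate in ReBuilT, 0.766%, was higher than the level of unconverted reads, 0.681%. The level with 0.5 times the mismatch rate subtracted was 0.298 ± 0.0379%, beside the 0.31% of the paper's mass spectrometry. The factor assumes that errors fall equally on the bases, which was not tested, and mismatches were recovered only where a cytosine had an unconverted read.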
